A study of Mus musculus with 24 samples.

How the data were processed

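Bulk poly(A) RNA from the anterior cingulate cortex of 24 mice was sequenced, 1 library per animal, from libraries made with a stranded mRNA kit per the labels' protocols. The labels place the libraries in 3 arms of 8 animals, each with 4 females and 4 males: untrained wild type (WT), untrained Thbs1/2 knockout (KO) and trained KO. A trained WT arm was not analysed here. Because the targeted genes went against the genotype labels, the text writes of libraries labelled KO or WT throughout, and every direction drawn between them rests on those labels.

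The deposited table gives FPKM (fragments per kilobase of gene, scaled for library size), computed by the authors, for 15232 genes in genomic order, although its column names end in a word for counts. The aligner, the counting program, the genome build, the annotation and the authors' gene filter are not stated in the labels or the header, so no coordinates are printed. All columns were matched to samples by the animal numbers in the labels. For 24 genes the symbol is given as a date. GC content was taken from the GENCODE M21 transcripts for 96.4% of the tested genes. Chromosomes and neighbours were taken from the order of the table and from RefSeq GRCm38.p6 symbols, of which 14563 matched directly.

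Depth was read from the FPKM values, which within a gene are whole multiples of the worth of 1 read. Whole reads were recovered for 15231 genes, and 99.98% of values came out whole within 0.01 read. Tested on simulated data of 15231 genes, the recovery returned 100% of genes exactly. The worth of 1 read times the median-ratio size factor varied across libraries by 0.597% (coefficient of variation), against 1.81% for the worth times the total reads. Recovered reads cover counting error only, as molecular identifiers are not described in the labels.

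For each comparison, log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend=TRUE), with Benjamini-Hochberg adjustment and a threshold of 0.05, over the 12572 genes with a mean FPKM of at least 1 in the 24 libraries. Only the arms compared entered a fit, with sex as a covariate. The sex effect was fitted over all 24 libraries with arm as a covariate. With no effect, a share of 0.05 of the tested genes would be expected at an unadjusted p under 0.05. Log2 changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Tested on simulated values of 12572 genes with 200 genes changed 2-fold, the fit called 196 of them, all in the right direction, with 7 further calls. Most changes called in the data were smaller. Their median absolute log2 change was 0.328 for genotype label, 0.258 for training, 0.224 for the third pair of arms and 0.177 for sex. Recovery of changes of those sizes was not tested. Single values were compared with exact permutation tests, 2-sided, and 8 gene lists written before the data were examined were scored as the mean log2(FPKM + 1) of their members, with labels exchanged within sex and adjustment over the 16 scores tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

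The genes named are Thbs1 and Thbs2, the sex-check genes, list members that passed over all genes or over their list for genotype label or training (for the third pair of arms they are summarised), and in each comparison the 5 highest and 5 lowest log2 changes among called genes with the same sign in females and males. As written, the sign condition does not cover sex or the interactions. For sex the same sign was required in all 3 arms, and for the interactions no sign was required. Where no gene passed, the 3 with the smallest p are named. Some genes that the rule gives are summarised as counts or are not named here, and they stay in the counts of called genes. This rule, the groups, the fits and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, median-ratio scaling, scaling of all libraries to an equal sum, quantile normalization, eBayes without trend, all 24 libraries in one fit, no sex covariate, a threshold of 0.1, array weights, a block for the replicate numbers, each library left out, and a split of the animals at animal number 1000. Correction for GC content and length in 20 bins, limma-voom on the recovered reads and thinning to equal reads were chosen after seeing the data. The replicate numbers come from the sample titles and name different animals. The trained female without a number was left out of fits with the block, with its partner.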

Results

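The study measured gene expression in the anterior cingulate cortex, a frontal cortical area, of mice labelled WT or Thbs1/2 KO. Thbs1 and Thbs2 encode thrombospondins, secreted matrix proteins that astrocytes make. Trained animals underwent sessions in an operant chamber and were food deprived for them, per the labels' protocols, and RNA was harvested shortly after behaviour. Food deprivation and training thus could not be told apart. The 24 libraries formed 3 arms of 8: untrained labelled WT, untrained labelled KO and trained labelled KO. Recovered depth was 12875026 to 19876576 reads in the libraries labelled WT, 12314984 to 27156302 reads in the untrained libraries labelled KO and 16719068 to 20311584 reads in the trained ones. Mean depth differed by 2459192 reads between the trained arm and the arm labelled WT (exact permutation test, 2-sided, p = 0.0200, adjusted p = 0.0601 over 3 comparisons of arms), and the other two differences had larger p-values.

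The animal numbers in the labels split the animals in a way that overlaps with training. All 8 trained animals had numbers over 1000, against 2 of the untrained animals labelled KO and 1 of those labelled WT, all 3 of them male. The remaining 13 animals had numbers under 1000. Among females, number and training could therefore not be told apart.

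The targeted genes were examined first, as a check of the labels, and they went against them. Thbs1, on chromosome 2, was at 0.512 ± 0.147 FPKM (SD, n = 8) in the untrained libraries labelled WT, 3.68 ± 0.840 FPKM (SD, n = 8) in the untrained libraries labelled KO and 4.63 ± 0.690 FPKM (SD, n = 8) in the trained libraries labelled KO. The untrained arms differed by 1.61 on the log2 scale (exact permutation test, 2-sided, p = 0.0001554, the smallest the design can give). Thbs2, on chromosome 17, was at 2.02 ± 0.294 FPKM (SD, n = 8), 3.51 ± 0.378 FPKM (SD, n = 8) and 3.29 ± 0.227 FPKM (SD, n = 8) in the same order of arms, and the untrained arms differed by 0.58 (exact permutation test, 2-sided, p = 0.0001554). The highest Thbs1 value in a library labelled WT was 0.716 FPKM and the lowest in a library labelled KO was 2.77 FPKM, so all 16 libraries labelled KO lay above all 8 labelled WT. A pseudocount of 0.1 moved the Thbs1 difference most, to 2.64, and kept both directions. Each direction below is drawn between libraries by these labels.

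**Figure D1:**
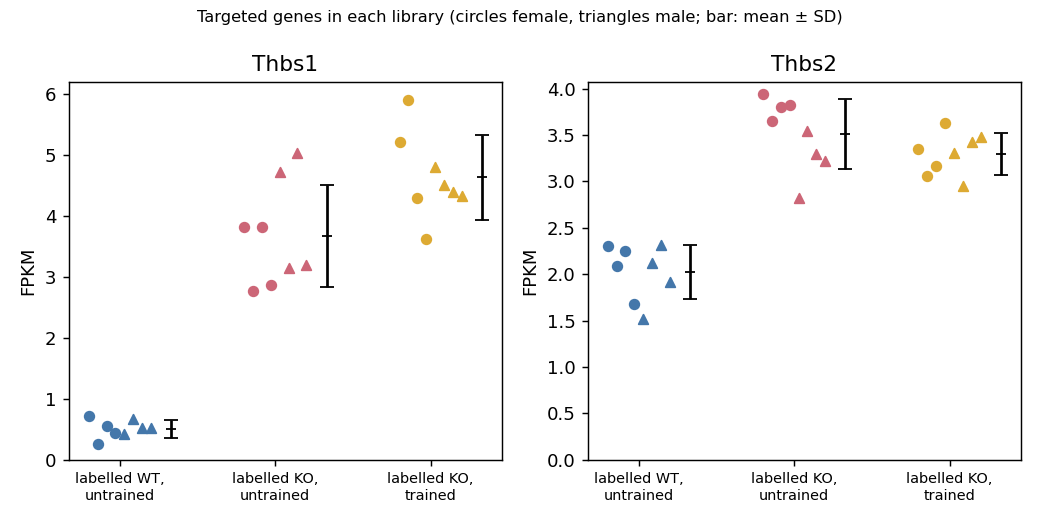
FPKM of Thbs1 and Thbs2 in each of the 24 libraries by arm, with circles for females, triangles for males and a bar for the mean and SD of each arm. Thbs1 lies at or under 0.716 FPKM in the libraries labelled WT and at or above 2.77 FPKM in the libraries labelled KO.

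The sex labels were checked with genes of the sex chromosomes. Eif2s3y, on the Y chromosome, was higher in males by 4.36 on the log2 scale (SE 0.0449, limma adjusted p = 5.40e-29), and Xist, on the X chromosome, fell by 5.79 in males (SE 0.0927, limma adjusted p = 8.28e-25). The Y-linked genes Ddx3y, Kdm5d and Uty were higher in males by 3.68, 2.44 and 2.06.

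The first comparison asked how the untrained libraries labelled KO differed from the untrained libraries labelled WT. In limma, 179 genes had an adjusted p under 0.05, of which 76 were higher and 103 lower in the libraries labelled KO. Leaving out male untrained library 3 labelled KO moved this count most, to 340 genes, of which 178 were among the 179. Rnps1 fell by 1.37 (SE 0.0462, limma adjusted p = 7.86e-12), from 49.5 ± 4.18 FPKM (SD, n = 8) to 18.5 ± 0.542 FPKM (SD, n = 8). Pla2g4e rose by 1.64 (SE 0.0904, limma adjusted p = 5.77e-09), from 4.56 ± 0.583 FPKM (SD, n = 8) to 16.5 ± 2.35 FPKM (SD, n = 8). A930015D03Rik rose by 1.61 and H2-Bl by 2.13. Gm8801 was listed at 0 in every library labelled WT and at 1.79 ± 0.318 FPKM (SD, n = 8) in the untrained libraries labelled KO. Gm765, B230217O12Rik, H2-T23 and Pkmyt1 fell by 1.08, 0.96, 0.95 and 0.94. Pla2g4e lies on chromosome 2, and H2-Bl, A930015D03Rik, Gm8801, Rnps1, H2-T23 and Pkmyt1 lie on chromosome 17, the chromosomes of the targeted genes. Gm765 and B230217O12Rik lie elsewhere, on chromosomes 6 and 19. H2-Bl and H2-T23 belong to a family of near-identical copies, so their values are uncertain where the authors' counting could split reads between members. Of the called genes, 44 lay on chromosome 2 and 52 on chromosome 17, which held 4.39% and 8.62% of their tested genes as calls. No other chromosome had more than 1.82%.

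**Figure D2:**
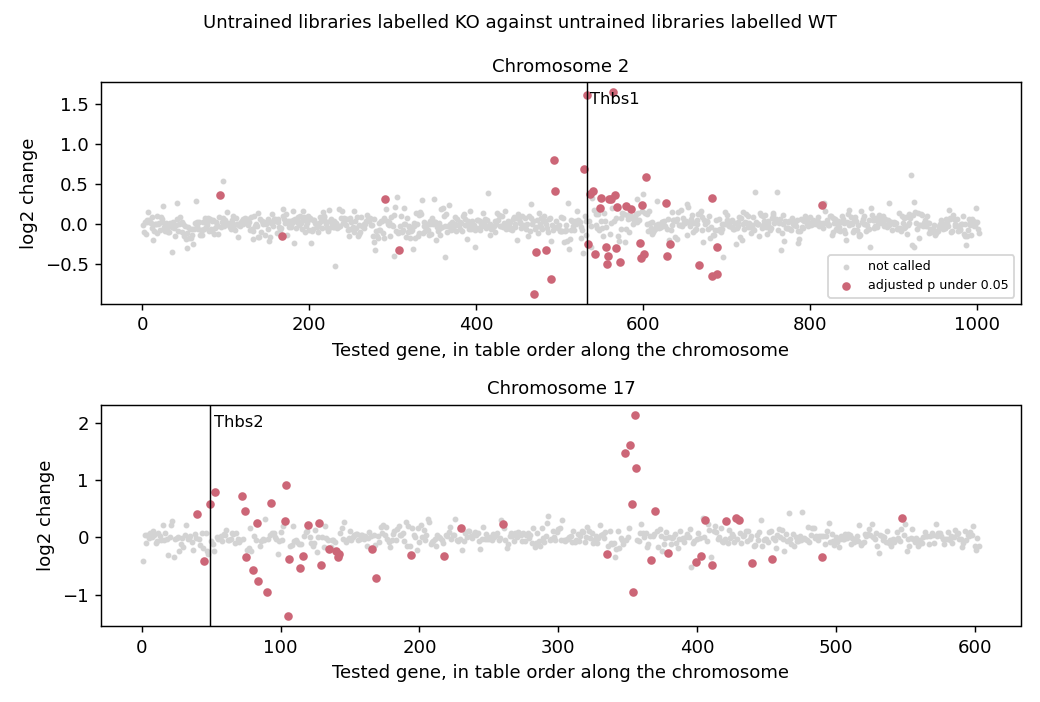
Log2 change of each tested gene on chromosomes 2 and 17, in table order, between untrained libraries labelled KO and WT, with genes at an adjusted p under 0.05 in red and a line at each targeted gene. Calls gather near Thbs1, where 34, Thbs1 included, lie within 100 tested genes on each side, and along chromosome 17 from Thbs2 onwards.

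Among the lists written in advance, Trem2 passed over all genes, with a fall of 0.44 (SE 0.0744, limma adjusted p = 0.00351). Trem2 lies on chromosome 17, as Thbs2 does, 391 tested genes away. P2ry12 fell by 0.24 and passed over the microglia list only (limma adjusted p = 0.00622 over the list). Gja1 and Acsbg1 rose by 0.16 and 0.20 and passed over the astrocyte list only (limma adjusted p just under the threshold for each).

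The second comparison asked how trained libraries labelled KO differed from untrained libraries labelled KO. In limma, 713 genes had an adjusted p under 0.05, 440 higher and 273 lower in the trained libraries, and no called gene changed by 1 or more on the log2 scale. Scaling the libraries to an equal sum gave 615 genes with the balance turned, 231 higher and 384 lower. With the animal number as a covariate 0 genes passed, while 1306 had an unadjusted p under 0.05. Among the males with numbers over 1000, which is the part of the design where training varied within a number range, 0 genes passed and 1320 had an unadjusted p under 0.05. Neither fit separated a training effect from animal number for any gene at the threshold. Among animals with numbers under 1000 training could not be tested, since none was trained.

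Sdf2l1 rose by 0.98 (SE 0.127, limma adjusted p = 0.000552), from 5.39 ± 1.28 FPKM (SD, n = 8) to 11.6 ± 2.25 FPKM (SD, n = 8). Hspb1 rose by 0.97, Plin4 by 0.91, Mir703 by 0.87 and Cryab by 0.81. Cryab was at 28.6 ± 5.29 FPKM (SD, n = 8) in the untrained libraries labelled KO, 52.3 ± 16.9 FPKM (SD, n = 8) in the trained ones and 50.1 ± 11.3 FPKM (SD, n = 8) in those labelled WT, so the trained values were near those of the untrained arm labelled WT. The untrained arm labelled KO serves in the comparisons by genotype label and by training, so low values in that arm alone would give this pattern. Mir703 is a very short feature, and its adjusted p was 0.0497 in limma. Zkscan16 fell by 0.64, Ciart by 0.62, Insig1 by 0.56 and Zfp941 by 0.56. Thbs1 rose by 0.28 (SE 0.102, limma adjusted p = 0.111) and Thbs2 fell by 0.07 (SE 0.0535, limma adjusted p = 0.455), neither past the threshold. With the animal number as a covariate Sdf2l1 rose by 0.68 and did not pass.

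Of the 19 tested immediate-early genes, 7 passed over all genes and 12 over their list, all higher in the trained libraries, and none of the 12 changed sign under the scaling alternatives. Nr4a3 rose by 0.56 (SE 0.0973, limma adjusted p = 0.00379), and Nr4a2, Egr3 and Klf4 by 0.55, 0.63 and 0.49. Fos rose by 0.65 and Arc by 0.93, and both passed over the list only. With the animal number as a covariate the change of Fos was -0.13 and that of Arc -0.02. Fosb, Egr1 and Nr4a1 also turned negative, while the rest of the 12, with Nr4a3, Nr4a2, Egr3 and Klf4 among them, did not. Each negative value was smaller in size than the gene's SE without the covariate, so these genes lost their rise without a clear fall. Other list members past the threshold over all genes included Ly6c1, Homer1 and Thbs4, which rose by 0.49, 0.46 and 0.59, and Sox9, Nlgn1, Cd47 and Lrp1, which fell by 0.32, 0.27, 0.21 and 0.24. Of the oligodendrocyte list, Mobp and Ermn rose by 0.41 and 0.43 and Opalin fell by 0.39, past the threshold over the list only (limma adjusted p = 0.0461 over the list for each). Male untrained library 3 labelled KO had an oligodendrocyte score of 4.90, against 5.53 to 5.73 in the other 7 of its arm. This lowers the untrained mean score of the list.

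The third pair of arms, trained libraries labelled KO against untrained libraries labelled WT, differs in both labels, and in animal number for all but 1 animal labelled WT. In limma, 3074 genes passed, 1626 higher and 1448 lower. An equal sum per library gave 3200 genes, 1096 higher and 2104 lower. With the replicate number as a block 1614 genes passed in 14 libraries, where deviations of same-numbered libraries had a mean correlation of -0.10 across genes and other pairs of 0.03. Of the 179 genes of the first comparison, 139 were also called here, all in the same direction. Both comparisons use the same libraries labelled WT, so this overlap is not independent. Of the 19 tested immediate-early genes 13 passed, all higher in the trained libraries. Cep83os, on chromosome 10, fell by 1.35 (SE 0.0614, limma adjusted p = 2.58e-11). Rnps1 fell by 1.44.

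No gene passed for the interaction of genotype label and sex, and 394 genes had an unadjusted p under 0.05. That is fewer than the share of 0.05 of the 12572 tested genes expected with no effect. The genes with the smallest p, which did not pass, were Rdm1, Rpl37rt and Apc. For the interaction of training and sex, 1 gene passed, Wbp1, at -0.57 (SE 0.0740, limma adjusted p = 0.0130). Leaving out male untrained library 3 labelled KO moved this count most, to 194 genes.

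Sex was balanced in each arm. In limma over the 24 libraries, 3595 genes differed between males and females, 1857 higher and 1738 lower in males. An equal sum per library gave 3565 genes, 972 higher and 2593 lower. Across tested genes, which are not independent replicates, the sex effect followed GC content with a rank correlation of 0.720. After correction of each library for GC content and length, a setting chosen after seeing the data, 427 genes passed, and 295 of these were among the 3595. Besides the sex-check genes, Mir682 rose by 0.85 in males, and Mir7673, Mir7036, Eif2s3x and DQ267100 fell by 0.92, 0.85, 0.65 and 0.65, in the fit without that correction. Mir682, Mir7673 and Mir7036 are very short features, as Mir703 is.

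Of the 16 list scores 0 passed after adjustment, and 5 had an unadjusted p under 0.05. The immediate-early score differed by 0.46 between trained and untrained libraries labelled KO (exact permutation test within sex, 2-sided, p = 0.0147, adjusted p = 0.134), and all 8 trained libraries lay above the untrained mean. In the same contrast the score of thrombospondin relatives and receptors fell by 0.05, with 0 of 8 trained libraries above the untrained mean (exact permutation, p = 0.0245, adjusted p = 0.134). Between untrained libraries by genotype label, the inhibitory synapse score differed by 0.08, with 7 of 8 libraries labelled KO above the mean labelled WT (exact permutation, p = 0.0273, adjusted p = 0.134), the microglia score, which includes Trem2, by -0.10, with 1 of 8 above (exact permutation, p = 0.0335, adjusted p = 0.134) and the astrocyte score by 0.09, with 6 of 8 above (exact permutation, p = 0.0457, adjusted p = 0.146).

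**Figure D3:**
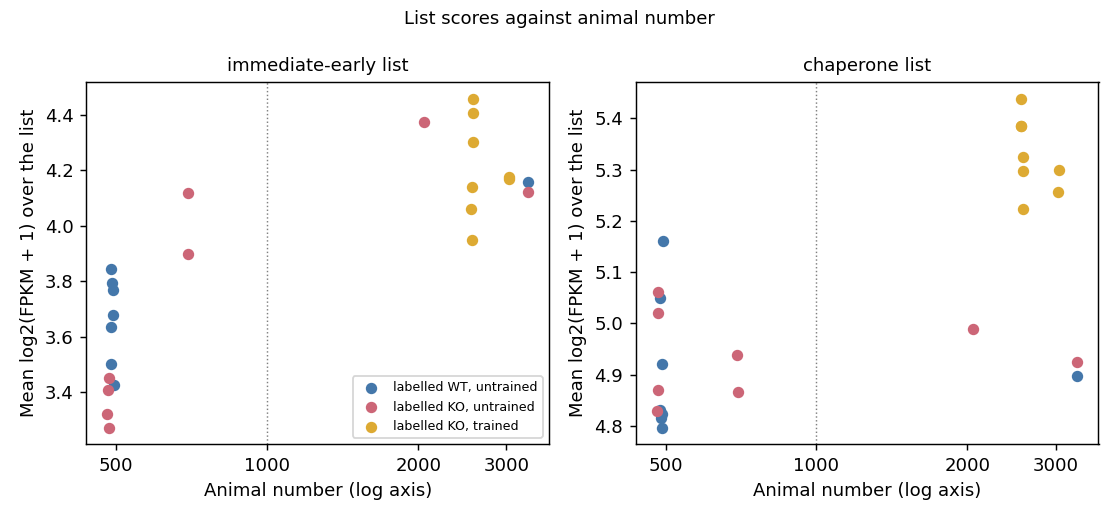
Score of the immediate-early list and of a chaperone list chosen after seeing the data (mean log2 of FPKM + 1) in each library against animal number on a log axis, by arm, with a dotted line at 1000. The 3 untrained animals over 1000 lie between 4.12 and 4.37 on the immediate-early score, inside the trained range of 3.95 to 4.46, and at or under 4.99 on the chaperone score, below the lowest trained value of 5.22.

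**Figure D4:**
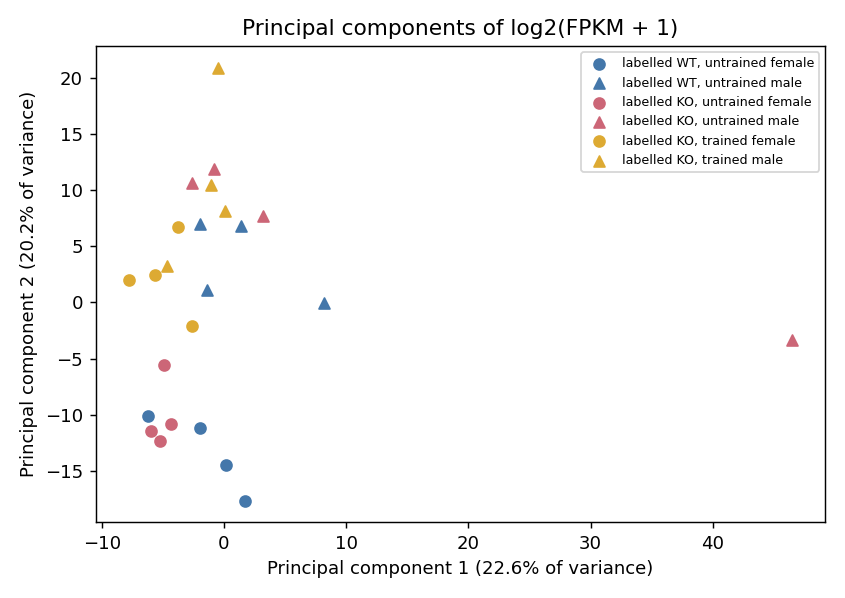
Scores of the 24 libraries on principal components 1 and 2 of log2(FPKM + 1), by arm and sex. Male untrained library 3 labelled KO lies at 46.5 on component 1, and the other untrained libraries labelled KO lie at or under 3.22.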

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

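The tests of animal number for the immediate-early score and of the regional markers were chosen after the results they bear on were seen. In 267 tests of 1 value against the others of its group, 26 values stood apart, where chance gives about 13.4, and 9 of them came from male untrained library 3 labelled KO. The other 17 are little more than chance gives.

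That library had 27156302 recovered reads, against 12314984 to 17549632 in the other 7 of its arm, and lay at 46.5 on principal component 1. Its excitatory synapse score was 5.87, its oligodendrocyte score 4.90, its septal marker score 4.86 and its cortical marker score 3.58. It also stood apart in Pla2g4e (11.1 FPKM), Zfp941 (10.7 FPKM) and Ermn (9.28 FPKM). Depth was tested by thinning all libraries to equal reads, after which its gap was still 0.835 of the range on component 1, and after the GC and length correction it was 0.873. Of 4 cell-type lists, 1 lay outside the range of the other 7. A candidate explanation is tissue from neighbouring regions: its striatal marker score was 5.54 against 2.55 to 4.65 in the other 7, 0.892 above the highest, its septal score at 4.86 against 1.05 to 1.34 and its cortical score at 3.58 against 5.08 to 5.32. A raised striatal score is not particular to this library, as 5 other libraries had scores from 4.25 to 4.78. The markers were listed after genes of this library had been seen, so this test could not have ruled the explanation out. Apart from the cell-type lists, which bear on a mixed sample as well as on biology, no biological explanation was tested, as the design gives none for 1 animal. Without this library 340 genes passed for the genotype label, against 179 with it, and 178 were shared. For training 852 passed without it, against 713 with it. For training by sex 194 passed without it, against 1 with it.

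Immediate-early genes stood apart in untrained animals with numbers over 1000: Fos in male library 1 labelled WT (48.8 FPKM), which also had Klf4 at 2.32 FPKM, and Fosb, Egr2 and Nr4a3 in male untrained library 1 labelled KO (13.6, 14.8 and 16.5 FPKM). All 3 untrained animals over 1000 had immediate-early scores inside the trained range and above the 13 untrained animals under 1000, the lowest at 4.121 against 4.118 for the highest of those 13, so by a margin of the last digit. That animal, female untrained library 4 labelled KO, also lay inside the trained range of 3.95 to 4.46, so a score in this range is not particular to numbers over 1000. Animal number may account for part of the immediate-early difference, and training cannot be told apart from it.

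Among trained libraries, Nr4a1 was low in male library 1 (64.3 FPKM). Nlgn1 and Cd47 were low in male library 3 (11.2 and 26.0 FPKM), where Eif2s3y was high (22.1 FPKM). Female library 2 had a septal score of 1.48 and a cortical score of 5.08. Female library 4 labelled WT had Sdf2l1 at 9.23 FPKM and Ermn at 27.5 FPKM, and female untrained library 4 labelled KO had Eif2s3x at 22.2 FPKM. Xist at 0.00401 FPKM in male library 4 labelled WT, Uty at 0.00953 FPKM in trained female library 1 and Ddx3y at 0.0114 FPKM in trained female library 3 stood apart only because the rest of their group was listed at 0. No explanation, technical or biological, was tested for these values.

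Wbp1 was marked because training had a different effect in the sexes, by -0.57 on the log2 scale. Of 100 regroupings that exchanged arms within same-numbered pairs of 1 sex, the real one included, 17 gave at least 1 gene. Exchanging pairs in 1 sex more than in the other moves the training effect into the interaction, as in the regrouping with most genes, which gave 945 and exchanged all 4 male pairs. The 17 therefore do not show how often chance gives 1 gene. After the GC and length correction 0 genes passed for this interaction, and 1551 had an unadjusted p under 0.05. No biological explanation was tested.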

How the results depend on the processing

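The GC and length correction, limma-voom, thinning and combinations with them, and the sex effect in animals under 1000, were chosen after seeing the data. The differences of Thbs1 and Thbs2 between untrained arms kept their direction and their side of the threshold in every alternative run, from 1.56 to 1.66 for Thbs1 and from 0.54 to 0.61 for Thbs2 across the 16 tests that each left out one library. The replicate numbers name different animals, and deviations of same-numbered libraries correlated by 0.02 for the genotype label and -0.07 for training. With the replicate block, 114 genes passed for the genotype label, 29 for training and 1614 for trained libraries labelled KO against WT, and 0 list scores (5 at an unadjusted p under 0.05 without the block). The blocked scores were tested by sign flips over 8 pairs for the genotype label and 7 for training. A single score could not pass there after adjustment over the 16 scores, so the 0 shows little. The cause of the differences in gene counts was not tested.

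For the genotype label, 98 genes passed with no sex covariate and 297 with array weights, and from 115 to 340 across the 16 fits that each left out one library. For training, 422 genes passed with no sex covariate, 1445 at a threshold of 0.1, 1238 with all 24 libraries in one fit, 2020 with array weights and 1073 after the GC and length correction, and from 330 to 945 across the 16 fits that each left out one library. The cause was not tested. With the animal-number covariate 0 genes passed (1306 at an unadjusted p under 0.05), as in males over 1000 (1320), with the covariate and no male untrained library 3 labelled KO (1769 at an unadjusted p under 0.05), and with the covariate and the GC and length correction (1225). The covariate raised the median SE 1.67-fold, and across all tested genes the log2 changes with and without it correlated by 0.562. Of the 713 called genes, 711 kept their sign at a median 0.80 of the size, but these were chosen for passing without the covariate, so some shrinkage comes from the choice.

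Some changes by training reversed. With the animal-number covariate Thbs2 was at 0.0058, Fos at -0.129, Fosb at -0.0301, Egr1 at -0.0225, Arc at -0.0157 and Nr4a1 at -0.207. In males over 1000 Thbs2 was at 0.0403, Fos at -0.153, Fosb at -0.0303 and Nr4a1 at -0.177. With the covariate and no male untrained library 3, Thbs2 was at 0.0139, Fos at -0.0685 and Nr4a1 at -0.108. With the covariate and the GC and length correction, Thbs2 was at 0.0428, Fos at -0.146, Egr1 at -0.0252, Nr4a1 at -0.204 and Dusp1 at -0.0472. The cause was not tested for single genes. Of 2531 settings of the 78 single values, 2226 kept direction and side of the threshold, 247 were weaker, 40 stronger and 18 reversed.

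For trained libraries labelled KO against WT, from 2363 to 3418 genes passed across the 16 fits that each left out one library. For training by sex, 13 genes passed with a pseudocount of 0.1, 22 at a mean FPKM of at least 5, 15 with median-ratio scaling, 4 with an equal sum per library, 86 with quantile normalization, 4 with limma-voom and 0 after the GC and length correction, and from 0 to 194 across the 16 fits that each left out one library. The 194 came from the fit without male untrained library 3 labelled KO. The cause was not tested. For genotype label by sex 0 genes passed in every alternative run (394 at an unadjusted p under 0.05 in the fit reported). For sex, 427 genes passed after the GC and length correction, and from 2986 to 4233 across the 24 fits that each left out one library. From 0 to 2 of the 16 list scores passed across the 24 sets that each left out one library. The depth of 12875026 to 19876576 reads in the libraries labelled WT left 21 to 71 reads for Thbs1 there, which limits the precision of its low values.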

Other observations

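The tests of the targeted loci, of the label explanations, of the GC slopes by sex, of the chaperone score and of the projection on the training axis were chosen after the results were seen. The fit of training with animal number was chosen before the data were examined, but what it would have to show was written after.

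Higher Thbs1 and Thbs2 in the libraries labelled KO was weighed first. No single library lay on the other side of the gap for Thbs1 (0 of 24), and the libraries labelled WT had a median of 48 Thbs1 reads, so neither a single exchanged label nor too few reads accounts for it. The lowest value labelled KO was 3.88 times the highest labelled WT for Thbs1 and 1.22 times for Thbs2. Reads of a disrupted allele that still count for the gene, or an exchange of all genotype labels, may give this pattern. Values per gene cannot tell these apart, since reads by exon were not analysed here.

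The windows of up to 100 tested genes on each side of the targeted genes, these included, held 34 called genes for Thbs1 and 25 for Thbs2, where the window ends early at the start of the chromosome, against a 95th percentile of 18 and 11 in windows of the same length. For training, the same windows held 11 and 12 calls against medians of 11 and 8. Chromosome 17 as a whole also had the highest share of training calls, at 8.29% of its tested genes, against 8.62% for the genotype label. These shares have different baselines, as 713 genes were called for training and 179 for the genotype label. Chromosome 17 held 50 of the 713 training calls and 52 of the 179 genotype calls. For the genotype label, no chromosome other than 2 and 17 had more than 1.82%. Calls were thus more concentrated on chromosome 17 for the genotype label than for training. A candidate explanation is that chromosome segments next to the targeted loci differ between the labelled genotypes, as when a targeted allele was made in another strain, so that part of the genotype calls may belong to neighbours. Trem2, on chromosome 17 but outside the window, may be open to the same explanation. This is a hypothesis. Strain variants were not analysed here, and an effect of the targeted genes on their neighbours was not tested.

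For the genotype label, 1 of 100 regroupings, the real one, gave as many genes as 179, and the next gave 3. After the GC and length correction 198 genes passed. For training, 1 of 100 gave as many as 713. The next gave 583 and differed from the real arms by the exchange of 1 male pair. For trained libraries labelled KO against WT, 1 of 100 gave as many as 3074. For genotype label by sex the count was 0 (394 genes at an unadjusted p under 0.05), which 100 of 100 regroupings reach whatever the data, so this shows nothing about chance. In each case regroupings exchanged arms only within same-numbered pairs of 1 sex, and the trained female without a number was exchanged with the animal left over.

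The training count was tested further. Thinned to equal reads, 572 genes passed. After the GC and length correction 1073 passed, of which 583 were among the 713. This is a rise, just beyond the range set for no change, so the test left a part for GC content and length open. With the animal-number covariate 0 passed (1306 at an unadjusted p under 0.05). On an axis fitted from trained against low-number untrained animals labelled KO, where 0 is untrained and 1 trained, the 3 untrained animals over 1000 projected at a mean of 0.523. They are all male, and the 5 males under 1000 projected at a mean of 0.345, from -0.0015 to 0.754, against 0.0915 for the 8 females under 1000, so the projection also differed by sex. Among males the ranges overlap, and the test left open whether training or animal number gives the axis. All 8 trained animals had a chaperone score above all 16 untrained ones, and 0 of the 3 untrained animals over 1000 reached the trained range. The chaperone genes were listed after they were seen to rise with training, so this cannot tell the explanations apart. It may be a lead for genes that follow training rather than animal number.

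Across genes, the changes by training and by genotype label correlated by -0.15 with the untrained libraries labelled KO in both. With 4 different animals of that arm in each, the mean over 36 splits was 0.119, against -0.32 with the same 4. The negative relation may come from the shared arm.

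For sex, 1 of 100 regroupings gave as many genes as 3595, and the next gave 0, with sexes exchanged within same-numbered female and male pairs of an arm. In animals under 1000 alone 2978 genes passed. After the GC and length correction 427 passed, so most of the sex calls cannot be told apart from a GC-dependent difference between libraries. The slope of expression on GC content (log2 per 10 percentage points) differed by 0.152 between males and females (exact permutation within arm, p = 0.000105), with no overlap of the sexes in 2 of the 3 arms, but the trained arm overlapped. Females had a mean slope of -0.11 in the untrained arm labelled WT and males 0.07. A separate preparation of male and female libraries may give this, but the labels name no batch, and the slope cannot tell it from biology.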
